A study of Malus domestica with 24 samples. Its data were reported in "Successful intergeneric transfer of a major apple scab resistance gene (Rvi6) from apple to pear and precise comparison of the downstream molecular mechanisms of this resistance in both species" (2021).

How the data were processed

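Leaves of the apple variety 'Gala', which is susceptible to scab, and of GalaRvi6, a transgenic 'Gala' line that expresses the scab resistance gene Rvi6, were compared on 2-colour oligonucleotide microarrays. Host samples were inoculated with the apple scab fungus Venturia inaequalis and were taken at T0, before the fungus was applied, and 8, 24 and 72 hours later (hours post inoculation, hpi). Nonhost samples were 'Gala' leaves inoculated with the pear scab fungus Venturia pyrina and were taken at T0, 24 and 72 hpi. Each sample was a pool of leaves of 3 plants, and each of the 12 groups had 2 samples. The 24 samples lay on 12 arrays, with 1 sample in Cy3 and the other in Cy5, and the dyes were exchanged between replicate 1 and replicate 2. Groups and times were taken from the sample labels.

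The authors deposited the scanner output of each array, extracted with Agilent Feature Extraction. The deposited intensity columns held the median brightness of each spot and of its local background, with no background subtracted, together with processed intensities that Feature Extraction had background-subtracted and dye-normalized. The deposited ratio column was the log10 of red (Cy5) over green (Cy3) processed signal. The authors also deposited a matrix of processed values with 1 column per sample. The deposited matrix values were normalized by the authors and lay on a log2 scale, with no centring per probe. Their column medians were from 6.67 to 8.12. For the steps of this normalization the authors' methods refer to an earlier publication, which was not used here, so that whether it included a background correction stays unknown. All its 24 columns carried a sample label, and 0 columns of per-sample values were without one. The plan made before the data were examined named the mean spot signal, which the files do not hold, so the median spot signal was used.

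Before any model was fitted, the files were compared with each other. For both replicates, 16 of 17 columns read from the nonhost 72 hpi file were equal, spot by spot, to those of the nonhost 24 hpi file, including all Cy3 columns. Only the red median signal differed. In replicate 2 of nonhost 72 hpi the red median signal had a rank correlation of -0.017 with the background-subtracted red signal of the same file over 37818 bright spots, and its median lay below the local background. These 2 arrays were therefore left out, and the comparison of nonhost 72 hpi with T0, its alternatives and the difference between the 2 nonhost times are not reported. This departs from the plan, which placed all 12 arrays in 1 fit. The fit of all 12 arrays is given with the alternatives.

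On the nonhost 24 hpi arrays the red flags for background, outliers and saturation went with other red columns than the median signal. Outlier flags of that channel were ignored, and a probe was taken as detected there when it exceeded the 95th percentile of the negative control spots. Elsewhere the well-above-background flag of Feature Extraction was used. Background was corrected with normexp and an offset of 50, ratios were normalized within each array by loess with control and outlier spots at weight 0, and spots of 1 probe were averaged. Each array's log2 ratio was turned so that GalaRvi6 stood over Gala, or inoculated over T0. The tested probes were apple probes whose sequence identifier ends in _r and that were detected in both samples of at least 1 group, which left 43931 of 66774. Apple probes of the other orientation were tested as a separate family. Ratios were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, over 10 arrays with 5 mean ratios and 1 dye term, which left 4 residual degrees of freedom. Because the dye orientation equals the replicate number, the dye term cannot be told apart from a difference between replicates 1 and 2 common to all comparisons. The p-values were adjusted by the Benjamini-Hochberg method, and probes with an adjusted p below 0.05 were called. The difference of the GalaRvi6/Gala ratio between each later time and T0 was tested in the same fit.

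The pairing of same-numbered samples comes from the arrays, since both samples of a pair were hybridised together. The deviations of the channels of 1 array from their group means had correlations across probes of 0.13 at T0, 0.11 at 8 hpi, 0.54 at 24 hpi and 0.16 at 72 hpi on the host arrays, and of -0.27 on the nonhost 24 hpi arrays.

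The genes named in the text were fixed before the data were examined. They were the 2 highest and 2 lowest called probes of each comparison, of which there were none, the apple genes that the study measured by quantitative PCR at 8 hpi with its reference genes, 16 of the genes that the study discussed, each at the time of its smallest adjusted p among 8, 24 and 72 hpi, and any probe named for Rvi6, of which 0 were found. The gene MD07G1207000 matched no probe by identifier. Gene names come from the study's list of discussed genes, which was drawn from these samples. Of 66774 identifiers, 0 were found in the reference gene table, so the identifiers of the array are given and no position in the genome is given.

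The model was tested on simulated ratios with 200 of 43931 probes changed by a known amount. They were random draws, with the spread per probe drawn from the distribution that the real fit gave and the fitted dye effects added. The same was done with the fit of the ratios after the spatial correction. The number of Venturia inaequalis probes detected per channel was compared between inoculated and T0 samples with an exact two-sided permutation test, without the Cy5 channels of the nonhost arrays.

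The alternatives chosen before the data were examined were no background correction, the Feature Extraction log ratio, median centring, no filter on dim probes, no dye term, only the arrays of the comparison or of the experiment, slide as a random block, separate channels without the pairing, an intensity trend with a robust prior, other thresholds, the matrix values, both orientations together and each replicate left out. The fit of all 12 arrays, the matrix values with crossed pairing, the crossed pairing of the nonhost channels and each T0 replicate left out were added after the data had been seen. The spatial correction of the ratios and the mean over the 8 host arrays were added only after the reported fit had called 0 probes in each comparison.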

Results

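Transcript abundance was measured on 12 arrays of 180880 spots that carried 24 samples. The arrays lay on 3 slides and were scanned on 2 days, with the 8 host arrays on 2 slides scanned on 1 day and the nonhost arrays on the other slide and day. T0 and 24 hpi of the host experiment shared a slide, as did 8 and 72 hpi. In the Cy3 channel of the host arrays, the median spot signal was between 63 and 114 over a median background between 41.5 and 74, and from 40099 to 46494 of the tested orientation's probes were detected. The Cy5 channel was dimmer relative to its background. Its median signal was between 550.5 and 571 on slide 1, over a background between 526 and 539.5, and between 162 and 165 on slide 2, over a background between 155 and 158. From 16876 to 28261 probes were detected in it. The number of arrays, 2 per comparison, limits the precision of all values below.

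The 2 deposited sources disagree on which sample lies on which array, in both experiments. Of the 16 host columns of the matrix, 0 had their highest rank correlation with the scanner channel of the same label. The columns labelled T0 went with the arrays labelled 24 hpi and the reverse, and those labelled 8 hpi went with the arrays labelled 72 hpi, each with the lines exchanged. Of the 4 columns labelled 72 hpi, 2 went with an array labelled 8 hpi and the other 2 with an array labelled 72 hpi, again with the lines exchanged. The highest rank correlation of each host column was at least 0.98, and with its own label's channel it was at most 0.93. Those other 2, Gala replicate 1 and GalaRvi6 replicate 2, shared 94.1% of their values with the 8 hpi columns of the same line and replicate. Of the 8 nonhost columns, 3 had their highest rank correlation with the channel of the same label or a copy of it. The columns of nonhost 24 hpi replicates 1 and 2 went with each other's channels, both at 0.999, against 0.83 and 0.84 with their own. The T0 column of replicate 2 that belongs to nonhost 72 hpi went with a 24 hpi channel in Cy3 at 0.99, against 0.098 with its own. The scanner labels are used here, so "the sample labelled GalaRvi6" and the times below hold for those labels. With the other assignment of the host arrays, the 2 arrays of each comparison stay together, the times are exchanged and all signs turn, so that counts of called probes in the 4 host comparisons move to another time but do not change.

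The first comparison asks which transcripts differ between the resistant line and the susceptible variety before inoculation and at each time after it. By limma with Benjamini-Hochberg adjustment, 0 of 43931 probes were called at T0, 8, 24 or 72 hpi. At an unadjusted p below 0.05 there were 2616 probes at T0, 1980 at 8 hpi, 1125 at 24 hpi and 4686 at 72 hpi, where 2197 would be expected if no probe differed. Of these, 1545, 530, 306 and 2588 were higher in the sample labelled GalaRvi6. The scaling changed these counts and their split. With median centring in place of loess there were 540 at T0, 1547 at 8 hpi, 2252 at 24 hpi and 576 at 72 hpi, of which 197, 9, 2028 and 192 were higher. The smallest adjusted p was 0.44 at T0, 0.86 at 8 hpi, 1 at 24 hpi and 0.34 at 72 hpi. Apart from that unadjusted threshold, the alternative that moved the counts of called probes most left out replicate 1 at 24 hpi, which left a single array for that time and called 291 probes. The median standard error of a log2 ratio was 0.41 at each time. On simulated data for the 5 comparisons, with 200 changed probes, no more than 0.5% were recovered at a log2 change of 2. Between 69% and 72.5% were recovered at a log2 change of 3. In this setting, changes of 2 or less on the log2 scale were almost never detected. Recovery after Benjamini-Hochberg adjustment depends on how many probes change, and no other number was simulated. All 5 comparisons were also given spreads of the same distribution, so the limit belongs to this setting.

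**Figure D1:**
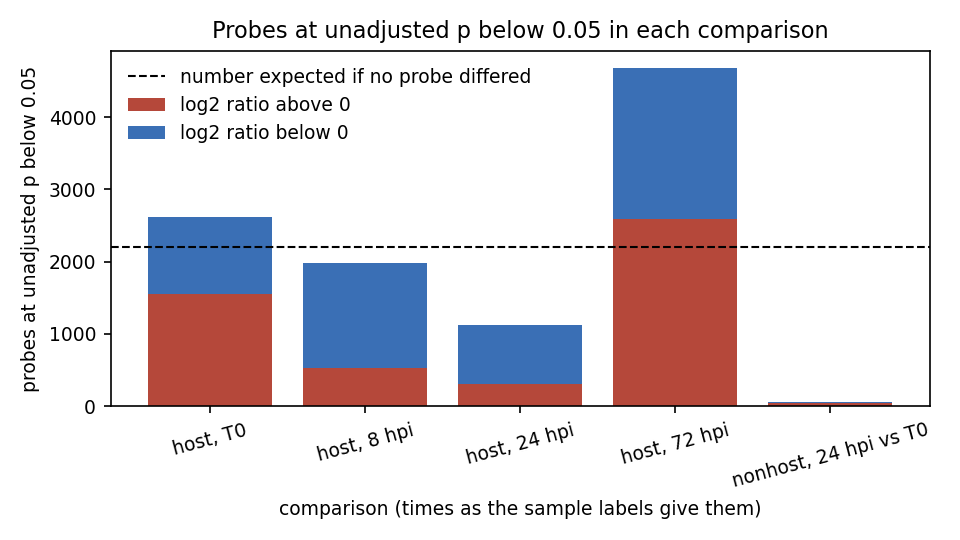
Number of probes with an unadjusted p below 0.05 after loess (vertical axis) in each of the 5 comparisons (horizontal axis), split by the sign of the log2 ratio of GalaRvi6 over Gala or of inoculated over T0; the dashed line is the number expected if no probe differed. The bars reach 2616 at T0, 1980 at 8 hpi, 1125 at 24 hpi, 4686 at 72 hpi and 50 in the nonhost comparison, against an expected 2197; with median centring, which is not drawn, the numbers are 540, 1547, 2252, 576 and 18.

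The 2 arrays of a comparison were set against each other. Across 43931 probes, which are not independent replicates, the turned log2 ratios of the 2 arrays had a correlation of 0.05 at T0, 0.03 at 8 hpi, -0.25 at 24 hpi and -0.05 at 72 hpi. These ratios keep the dye effect, which enters the 2 arrays with opposite signs, and host arrays of different times had a median correlation of 0.17 with the same replicate number and 0.01 with the other. With the dye term removed, a step chosen after these values were seen, the correlation was 0.22 at T0, 0.13 at 8 hpi, 0.04 at 24 hpi and 0.15 at 72 hpi when the term came from all arrays, where unrelated simulated arrays gave 0.11 to 0.12. It was -0.01, -0.12, -0.19 and -0.08 in that order when the term came from the other comparisons, where unrelated arrays gave -0.11. The dye term was called for 2 probes.

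The second comparison asks whether the difference between the lines changed after inoculation. The test of the GalaRvi6/Gala ratio at a later time minus that at T0 called 0 probes at 8, 24 and 72 hpi. At an unadjusted p below 0.05 there were 785, 1099 and 1262 probes in that order, and with median centring 146, 920 and 49. The differences at 8 and 72 hpi were taken across slides, and only that at 24 hpi within 1 slide. All 3 hold for the scanner labels. With the other assignment, those at 8 and 72 hpi would be taken against the arrays labelled 24 hpi, which was not tested. Without replicate 1 of 24 hpi the test called 157 probes. With 0 calls in each comparison, 0 called probes were shared between times or between the host and nonhost experiments.

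In the probes of the other orientation, 26655 were tested as a separate family and 0 were called in each host comparison and in the nonhost one. The unadjusted counts were 2643 at T0, 596 at 8 hpi, 1083 at 24 hpi, 1445 at 72 hpi and 88 for the nonhost comparison. From 22636 to 30919 of these probes were detected in the host Cy3 channels and from 4096 to 8366 in the host Cy5 channels.

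The study discussed 71 of the tested probes. Because it chose them on these samples, calls adjusted over the list alone are not independent evidence. Adjusted over the list alone, 15 probes were called on the arrays labelled 72 hpi and 0 at T0, 8 and 24 hpi, and 0 were called over all probes at any time. Without background correction the number at 72 hpi rose to 23, and with median centring in place of loess it was 0. The signs on those arrays oppose the directions that the text of the study gives for most of the genes whose direction it states. On the arrays labelled 72 hpi, 18 of the 71 ratios lay above 0, and their median log2 ratio was -0.68. At T0 the number above 0 was also 18, with a median of -0.47. It was 33 at 8 hpi, with a median of -0.12, and 41 at 24 hpi, with a median of 0.08.

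Of the 16 genes named by rule from that list, all had their smallest adjusted p on the arrays labelled 72 hpi, and the times were so chosen by the rule. Over all probes the smallest adjusted p by limma was 0.34 at 72 hpi and 0.86 at 8 hpi. The rule therefore favoured 72 hpi, and its choice says little about single genes. Among 8, 24 and 72 hpi, the ratio was farther from 0 at another time for 6 of them. At 8 hpi it was 1.25 for CHS, -0.92 for MGD1, -0.50 for BAK1 and 0.31 for FAD6. At 24 hpi it was -1.18 for JAZ1 and -0.74 for ACBP6. The limma adjusted p of these 6 at 72 hpi was between 0.74 and 1.00. The rule left out T0, where BAK1 (-0.99), PAL2 (-0.85), ACBP6 (-0.76) and FAD6 (-0.68) were farther from 0 than at these times. By a small margin, so were PERK1 (-1.47 against -1.45 at 72 hpi) and C4H (-1.125 against -1.121). On the arrays labelled 72 hpi, 14 of the 16 had a lower mean in the sample labelled GalaRvi6 than in that labelled Gala. In the reported fit the lowest was the transcription factor gene WRKY70 (MDP0000175240), at a log2 ratio of -1.67 ± 0.33 (SE, n = 2 arrays, limma adjusted p 0.34). WRKY70 was also lowest with the Feature Extraction log ratio, with median centring and without replicate 1. With no background correction DGD2 was lower, at -1.58 against -1.34. Without replicate 2 the lowest was C4H, at -2.10 against -1.30 for WRKY70. WRKY70 was well above background in 1 of 2 samples labelled GalaRvi6. The galactolipid synthase gene DGD2 (MDP0000792463) was at -1.53 ± 0.43 and the receptor kinase gene PERK1 (MDP0000140444) at -1.45 ± 0.40, each with a limma adjusted p of 0.34. CERK1 (MDP0000890308), a chitin receptor kinase gene, was at -1.13 ± 0.32, with a limma adjusted p of 0.34, and LACS9 (MDP0000653037) at -1.07 ± 0.34, with one of 0.35. For these 5 genes both arrays lay on the same side of 0, as they did for JAZ1 (MDP0000187921), at -1.07 ± 0.73, SERK1 (MDP0000874088), at -0.87 ± 0.40, ACBP6 (MDP0000305778), at -0.70 ± 0.64, and CHS (MDP0000686661), at -0.63 ± 0.87. The values of single arrays keep the dye effect. In the fit with the dye term and 1 replicate left out, JAZ1 lay between -2.02 and -0.11, SERK1 between -1.52 and -0.22 and LACS9 between -1.48 and -0.65, while ACBP6 and CHS changed side, at 0.70 and 0.79 without replicate 1. Higher in the sample labelled GalaRvi6 were MYB4 (MDP0000249611), at 1.64 ± 0.32 (SE, n = 2 arrays, limma adjusted p 0.34), and CER4 (MDP0000138841), at 1.35 ± 0.39, with both arrays on the same side of 0. CER4 was well above background in 1 of 2 samples labelled Gala. Its ratio was 0.89 with no background correction and 2.78 with the Feature Extraction log ratio. For WRKY70 these values were -1.34 and -2.77, so the size of both ratios depended on the processing. In C4H (MDP0000225698), PAL2 (MDP0000668828), BAK1 (MDP0000651862), FAD6 (MDP0000029382) and MGD1 (MDP0000135680) the 2 arrays had opposite signs, with means of -1.12, -0.58, -0.16, -0.14 and -0.10. Of these, C4H stayed below 0 with the dye term and 1 replicate left out, between -2.10 and -0.14. None of these differences passed the correction over all probes.

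**Figure D2:**
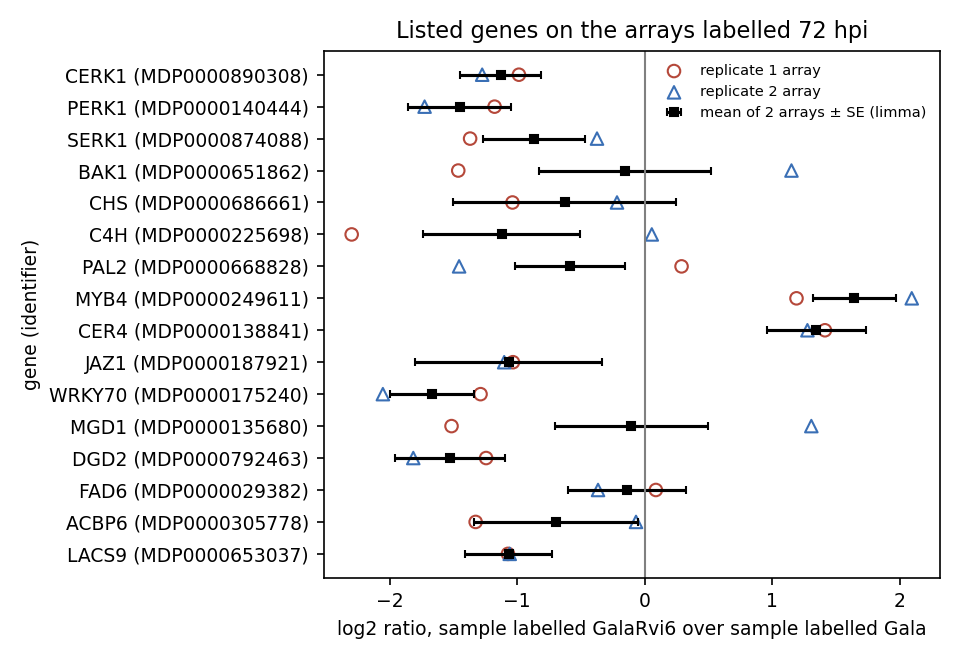
Log2 ratio of the sample labelled GalaRvi6 over that labelled Gala (horizontal axis) for 16 genes (vertical axis) on the arrays labelled 72 hpi. Open symbols are the 2 arrays, with the dye effect left in, filled squares the fitted means and bars ± SE; 14 means lie below 0, and MYB4 at 1.64 and CER4 at 1.35 lie above it.

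Genes that had been measured by quantitative PCR were looked at on the arrays labelled 8 hpi. MDP0000554480 was lower in the sample labelled GalaRvi6 at a log2 ratio of -2.21 ± 0.33 (SE, n = 2 arrays, limma adjusted p 0.86), with both arrays below 0. MYB4 was at 0.55 ± 0.32, CER4 at 0.05 ± 0.39 and MDP0000127560 at -0.14 ± 0.55, each with a limma adjusted p of 1.00, and 1 of 2 samples of each line was well above background for CER4. The PCR reference genes GAPDH (MDP0000481557), TUA (MDP0000525934) and ACTIN 7 (MDP0000239701) were at -0.88 ± 0.54, 0.20 ± 0.47 and -0.03 ± 0.77. The 2 arrays had opposite signs for CER4, MDP0000127560, TUA and ACTIN 7. None of these 7 ratios was called, and the matrix values gave the other sign for MYB4, CER4, MDP0000127560, MDP0000554480 and GAPDH.

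The third comparison asks how 'Gala' leaves responded to the fungus of pear, to which apple is a nonhost. At 24 hpi against T0, limma called 0 of 43931 probes. An unadjusted p below 0.05 was found for 50, 44 of them higher after inoculation, against 13 of 18 with median centring. With no background correction 276 of 374 were higher, but with the Feature Extraction log ratio only 152 of 670. Median centring and no background correction use the red median signal, as the reported fit does, and they kept the direction of this split. The Feature Extraction log ratio uses the processed red signal instead, and the red columns of these arrays differ, as given below. So the turned direction cannot be laid to the processing rather than to the red column. The turned log2 ratios of the 2 arrays had a correlation across probes of -0.62, and with the dye term removed of -0.45 and -0.62 in the 2 ways given above. Unrelated simulated arrays gave 0.12 and -0.11. The 50 probes are far fewer than the 2197 expected if no probe differed. The spread was shared with the host arrays, at a median standard error of 0.41, while the nonhost log2 ratios had an SD of 0.27 across probes. As a set, these p-values were larger than the test assumes, so 0 calls says little here. Over 37818 bright spots, the red median signal minus background scattered around the background-subtracted red signal of the same file with a median absolute deviation of 0.56 and 0.67 on the log2 scale, against at most 0.12 on a host array. The rank correlation of the 2 red columns over these spots was 0.94 and 0.91, against at least 0.99 on a host array. The red values of this comparison rest on the red median signal. The comparison of 72 hpi with T0 is not reported, because its Cy3 columns were equal to those of the 24 hpi arrays and 1 of its Cy5 columns held no signal above background.

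**Figure D3:**
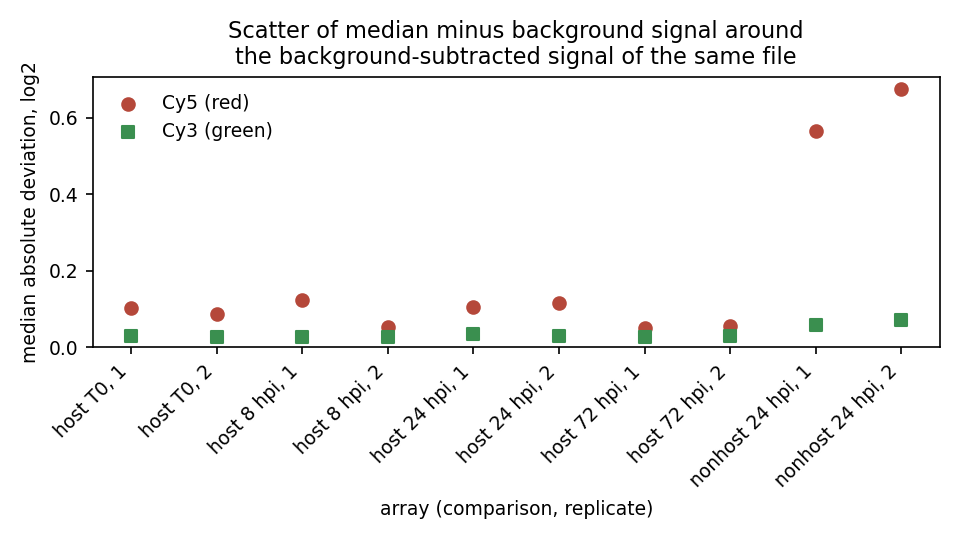
Median absolute deviation, on the log2 scale, of the median spot signal minus background around the background-subtracted signal of the same file (vertical axis), for the 10 arrays fitted (horizontal axis), in Cy5 (circles) and Cy3 (squares). The Cy5 values of the nonhost arrays, 0.56 and 0.67, lie above those of the host arrays, which are at most 0.12.

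The array also carries probes for genes of Venturia inaequalis. In the 13 inoculated samples, of which 1 carried V. pyrina, 1275 ± 961 (SD, n = 13) of them were well above background, and in the 5 T0 samples 1863 ± 1964 (SD, n = 5). This difference was smaller than the SD of either group (exact two-sided permutation test, p = 0.41). Much of that spread lay between the dyes. The means were 2041 after inoculation and 2936 at T0 in Cy3, and 382 and 253 in Cy5. The test moved samples freely across dyes and arrays, so its p does not measure variation between like samples. The labels T0 and 24 hpi, which set the groups, are also in doubt. The T0 mean rests on the nonhost T0 sample in Cy3, with 5059 such probes, where the host T0 samples had from 158 to 1930. In the host samples only, a choice made after that value was seen, the mean was 1132 ± 847 (SD, n = 12) after inoculation and 1064 ± 941 (SD, n = 4) at T0, so that the direction turned (exact two-sided permutation test, p = 0.87). Within slide 1, which held T0 and 24 hpi of the host experiment, the exact two-sided permutation test gave p = 1.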

Values the study reported

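The study reported 173 differentially expressed genes between GalaRvi6 and 'Gala' at T0, 1799 at 8 hpi, 823 at 24 hpi and 539 at 72 hpi. Of those at 8 hpi, 85% were found at that time only. These numbers were counted at an adjusted p of at most 0.01, while the methods give a p-value threshold of 0.05.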

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

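The fit of all 12 arrays, the crossed pairings, the spatial correction, the fits without a T0 replicate and, for the Venturia probes, the tests within slide 1, on host samples only and without the nonhost T0 sample were chosen after the data had been seen. Of 129 counts of called probes under alternatives, 114 were 0, as in the reported fit, where 0 is the lowest count there can be. Those with slide as a random block and with the stricter adjusted threshold could not differ from 0. Slide as a random block moved no value, in the comparisons or in the differences at 8 and 72 hpi, which were taken across slides. This was fixed by the design, since each comparison lay within 1 slide and the fitted mean ratios already hold the slide. So it cannot show whether slide matters. With only the 2 arrays of the comparison, 5 probes were called at T0. With the intensity trend and robust prior, 1 probe was called at each of T0, 8 and 24 hpi. The unadjusted p below 0.05 gave 2616 probes at T0, 1980 at 8 hpi, 1125 at 24 hpi, 4686 at 72 hpi and 50 in the nonhost comparison, by construction. Leaving out 1 replicate gave from 0 to 1 calls at 8 hpi, from 1 (without replicate 2) to 291 (without replicate 1) at 24 hpi, from 0 to 1 in the nonhost comparison and from 0 to 157 for 24 hpi minus T0. There the lone array left is assumed to vary like the other groups. Apart from the construction of these settings, the cause was not tested.

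The arrays pair the samples. With no replicate block, which drops that pairing, 0 probes were called in each of the 5 comparisons and 3 differences between times, so that it changed no call, though a count at 0 could not fall. At an unadjusted p below 0.05 the count went from 4686 to 2930 at 72 hpi and from 1262 to 663 for 72 hpi minus T0, and it fell in the other comparisons and differences too. The crossed pairing of the nonhost channels called 0 probes. All 12 arrays as designed gave 0 calls everywhere, including the nonhost 72 hpi comparison, which rests on copied and blank channels. With only the arrays of the same experiment, the nonhost comparison gives no value, since its 2 arrays and the dye term leave no residual degree of freedom. The alternatives planned for nonhost 72 hpi were not run. The matrix values were not used at 72 hpi because 2 of those columns repeat most of the 8 hpi values.

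For the probes that the study discussed, adjusted over the list alone, the 15 calls at 72 hpi became 23 with no background correction, 0 with median centring instead of loess, 1 with no dye term and 7 with only the arrays of the same experiment. Median centring instead of loess gave 1 call at 24 hpi. The cause was not tested.

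Of the 283 values of 23 named ratios under alternatives, 161 came from 7 alternatives that leave the estimate as it is and can change only its error or adjusted p. Of the other 122, 20 turned sign, and 0 of the 283 passed the threshold. The sign held in 10 ratios under the 5 alternatives that could move them. All 10 were ratios at 72 hpi, where the matrix values were not run, and at 8 hpi those values turned 5 of 7. At 8 hpi the series matrix values gave -1.58 for MYB4, -0.89 for CER4, 2.31 for MDP0000127560, 1.69 for MDP0000554480 and 1.66 for GAPDH, where the matrix and scanner labels differ. These columns went with the arrays labelled 72 hpi, with the lines exchanged, and same-numbered columns went with channels of different arrays. On the arrays labelled 72 hpi, MYB4 was at 1.64 and CER4 at 1.35, so for these genes the other sign goes with the exchange. Median centring instead of loess gave -0.36 for MYB4 and -0.67 for TUA. The Feature Extraction log ratio gave 0.082 for MDP0000127560 and 0.062 for ACTIN 7, and no background correction gave 0.11 for ACTIN 7. Without 1 replicate, GAPDH lay between -1.71 and -0.063, CER4 between -0.044 and 0.14, MDP0000127560 between -0.94 and 0.65, TUA between -0.72 and 1.12 and ACTIN 7 between -0.79 and 0.73. At 72 hpi, without 1 replicate, BAK1 lay between -1.56 and 1.25, CHS between -2.05 and 0.79, PAL2 between -1.24 and 0.072, MGD1 between -1.53 and 1.32, FAD6 between -0.80 and 0.52 and ACBP6 between -2.09 and 0.70. For the settings other than the matrix values, the cause was not tested.

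The permutation test of the Venturia probes stayed above 0.05 under each alternative, with p = 0.67 at the 99th percentile of the negative controls, 0.89 for the median signal, 0.27 in Cy3, 0.50 in Cy5, 0.87 in host samples only, 0.695 without the nonhost T0 sample and 1 within slide 1. The inoculated mean was the lower one in all samples, at the 99th percentile, in Cy3 and within slide 1, and the higher one for the median signal, in Cy5, in host samples only and without the nonhost T0 sample. Leaving out that 1 sample turned the direction, and for the other settings the cause was not tested. The signal over background limits the Cy5 channels most, where fewer probes were detected than in Cy3 on every host array.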

Other observations

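The tests of the study's directions, of the red columns and of the spatial bands were chosen only after the result was seen, as was the count of detected fungal probes. For the red columns, 2 other measures were looked at before the scatter, and the first prediction was for those. The mean over the 8 host arrays was computed only after the reported fit had called 0 probes in each comparison.

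The count at T0 here was 0. That is lower than the value quoted from the study above. The count at 8 hpi here was 0. That is lower than the value quoted from the study above. The count at 24 hpi here was 0. That is lower than the value quoted from the study above. The count at 72 hpi here was 0. That is lower than the value quoted from the study above. The study states an adjusted threshold beside its counts and a p-value threshold in its methods. The counts of 0 are at an adjusted p below 0.05. At an unadjusted p below 0.05 the counts here were 2616 at T0, 1980 at 8 hpi, 1125 at 24 hpi and 4686 at 72 hpi. In this fit each of those is higher than the value quoted from the study above. The times are those of the scanner labels and are in doubt. With T0 and 24 hpi exchanged, and 8 and 72 hpi, as most matrix columns have it, the counts are 1125 at T0, 4686 at 8 hpi, 2616 at 24 hpi and 1980 at 72 hpi. They are again higher than the quoted values, and their order is then the same as the order of those. That order is lost with no background correction, with the Feature Extraction log ratio, with median centring instead of loess, with only the 2 arrays of the comparison and after the spatial correction, so it decides nothing. With median centring the counts by scanner label were 540 at T0, 1547 at 8 hpi, 2252 at 24 hpi and 576 at 72 hpi. The count at 8 hpi is then lower than the quoted value with either assignment.

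The disagreement of the deposited sources on the host arrays was followed with 4 tests. If the 8 hpi and 72 hpi scanner labels are exchanged, the channels labelled 8 hpi may lie nearer those of T0 and 24 hpi, since T0, 24 and 72 hpi lie whole days apart. This held in 2 of 4 pairs of line and dye, which decides nothing. If the T0 and 24 hpi scanner labels are exchanged, the fungal probes would be brighter in the channels labelled T0. They were so in 0 of 4 pairs, but the number of fungal probes detected was higher in the channels labelled T0 in 3 of 4 pairs, so the measures disagree. If the Gala and GalaRvi6 scanner labels are exchanged, the Cy3 channels of the nonhost 'Gala' samples would lie nearer those labelled GalaRvi6. Over 200 probes that separate the lines best, the mean correlation of their offset with Gala minus GalaRvi6 was -0.22, from values of 0.39 and -0.84, so the channels disagree. For 32 probes of 27 genes whose direction the text of the study gives, 27 had the opposite sign on the arrays labelled 72 hpi. This is what would be seen if the study took its main ratio from those arrays with the lines the other way round. However, 25 were opposite at T0, 21 at 8 hpi and 15 at 24 hpi. Between 72 and 8 hpi, 9 probes were opposite only at the former and 3 only at the latter (exact sign test, two-sided p = 0.15). Against T0 these numbers were 2 and 0 (exact p = 0.50), and against 24 hpi they were 16 and 4 (exact p = 0.012). The probes are not independent, and these signs do not single out the arrays labelled 72 hpi. This test bears on which arrays were used, not on which samples lie on them. The study gives MYB4 as down-regulated in apple. It states that quantitative PCR bore out the direction of the genes tested, MYB4 among them, with limited significance. On the arrays labelled 8 hpi MYB4 was at 0.55 ± 0.32, and the matrix values labelled 8 hpi gave -1.58. For MYB4 the PCR direction therefore goes with the matrix labels. However, median centring of the scanner ratios gave -0.36, and a single gene cannot settle the assignment. Which source is right stays open.

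On the nonhost 24 hpi arrays, a candidate explanation for the red median signal is that it comes from another hybridisation or scan than the other columns of its file. Its scatter around the background-subtracted red signal was at least 0.56 on the log2 scale, against at most 0.12 on the host arrays, and at most 0.07 in the green columns of any array. That scatter is the pattern itself and does not show its cause. The measures looked at before it were rank correlations, over 6172 probes with 2 spots, of the difference between the spots in green with that in the red median signal. They were 0.58 and 0.68 on the nonhost arrays, above the host arrays at 0.13 to 0.55. Centred on the mean of the host arrays, they were 0.27 and 0.24, where the host arrays had 0.21 to 0.65. The rank correlation of the red median signal with the mean host green signal, 0.89 and 0.91, was above that of every host array, at 0.68 to 0.88. With the background-subtracted red signal in place of the red median signal, the spot differences had correlations of 0.92 and 0.92 on the nonhost arrays, and of 0.49 and 0.45 after centring, while on the host arrays they were 0.19 to 0.58 and 0.31 to 0.66. The median level of the red median signal over background was 201 and 267, against 2298 and 2240 for the background-subtracted red signal. So the background-subtracted red signal followed the green spots more closely than the red median signal did, and the 2 red columns differed in level, as the explanation would have it. After centring, the green spots of both nonhost arrays also went closer with the red median signal of another array, at 0.35 and 0.30, than with their own, which was so for 1 of 8 host arrays. That other array was a host T0 array in both cases, so an offset shared by these arrays, such as one of batch, is not separated from the explanation. Without centring, all 8 host arrays and 1 of the 2 nonhost arrays went closer with another array, so that measure is unspecific. The centred values of the nonhost arrays lay within the range of the host arrays, and the explanation stays open. No biological explanation was tested.

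A further hypothesis is that spatial bands on the arrays hide the calls. After a spatial correction of the ratios the most calls in any comparison were 0, and the median standard error went from 0.41 to 0.34. On simulated data for the corrected ratios, with 200 changed probes, between 84.5% and 87.5% were recovered at a log2 change of 3, between 0% and 29% at 2 and 0% at 1, so that 0 calls leave changes of 2 or less open. At an unadjusted p below 0.05 the correction took the count from 2616 to 4022 at T0, from 1980 to 2071 at 8 hpi, from 1125 to 1538 at 24 hpi, from 4686 to 2932 at 72 hpi and from 50 to 144 in the nonhost comparison. Whether such bands hide calls stays open.

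In the mean of the 8 host arrays, limma called 17 of 43931 probes, 3 higher and 14 lower in the samples labelled GalaRvi6, and 4841 had an unadjusted p below 0.05. For 16 of the 17, all 8 arrays lay on the same side of 0. The lowest ratio was that of MDP0000250798, at a log2 ratio of -3.60 with an adjusted p of 0.00079, and MDP0000554480 was among the 17, at -1.79 with an adjusted p of 0.026. MDP0000250798 was chosen after its value was seen, and MDP0000554480 is one of the genes fixed beforehand. This mean does not separate times, and its direction carries the same doubt about the labels.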
